A study of Homo sapiens with 14 samples. Its data were reported in "Tertiary lymphoid structures sustain cutaneous B cell activity in hidradenitis suppurativa" (2024).

How the data were processed

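CD4 T cells of lesional skin from 5 HS donors and of healthy skin from 5 donors were sorted into a Treg and an effector gate and profiled with 10x 5′ single-cell RNA sequencing. HS skin came from punch biopsies of inflamed lesions and healthy skin from surgical discards cut with a dermatome, so tissue source and disease run together. All skin was digested overnight with collagenase IV and DNase. The authors aligned reads with Cell Ranger 3.0.2 to GRCh38, per the labels, and deposited raw UMI counts for 33538 genes per cell barcode, 1 matrix for each of 14 libraries. The other deposited files list barcodes and genes and hold no measurements. The authors' own analysis filtered cells on genes and mitochondrial share, removed doublets with scDblFinder, integrated donors with Harmony in Seurat and tested sums per donor with DESeq2. Other comparisons of its Seurat objects used a Wilcoxon test.

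All results start from the deposited counts. Groups, gates and loading were taken from the labels, and donors are numbered within each group. Library totals ran from 1962376 to 70903888 UMIs. Cells with over 500 genes and under 5% mitochondrial UMIs were kept (81862 of 93325 barcodes, with 4.78% to 23.4% of barcodes failing per library). Doublets were scored with Scrublet in scanpy 1.11.5, and the highest scores were removed at a rate of 0.8% per 1000 barcodes (0.366% to 11.2% per library, 6517 barcodes called), which left 75651 cells with a median of 2395 to 6680 UMIs per library. Left out of all tests and tables were 731 genes: XIST and Y-linked genes, which speak to a person's sex, antigen receptor segments, which differ between clones, and genes whose level follows a common haplotype. The pattern that finds receptor segments was corrected after a first pass had been seen, because it missed segments with Roman numerals in their names, and everything, clusters included, was computed again.

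Counts were scaled per cell and log-transformed, 2000 variable genes were chosen with ranks within each donor, and 30 principal components were corrected for donor with an own implementation of the Harmony algorithm in numpy 2.4.6 and scipy 1.17.1 (Python 3.11.15). A shared-neighbour graph over 20 neighbours was clustered with Leiden in igraph 0.11.9 at resolution 1 with seed 7. A cluster was named when at least 3 markers of 1 of 20 cell type lists were 1.5-fold above the other clusters and found in at least 10% of its cells, with the top 10 genes settling ties. The name was withheld where another list had more genes among the top 10, or where a cluster of low depth had none of its list there. Unnamed clusters were counted among other CD4 T cells. The tie rule was added after clusters had been seen, since the fibroblast-like cluster also carried endothelial markers. Clusters under 20 cells (13 cells) and the fibroblast-like cluster were set aside. Tph-like clusters were also drawn with all helper list genes left out of the clustering.

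UMIs were summed per donor and class, or per library for the sort gates, for sums of at least 20 cells. Sums were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM factors, filterByExpr, Benjamini-Hochberg adjustment and a threshold of 0.05. The standard error of a log2 fold change is its size over the square root of the F statistic. The class difference was tested as an interaction with the donor as a term, and CXCL13-positive against CXCL13-negative cells with the donor as a block, on cells thinned to 1000 UMIs. Gates were tested without a donor term, with the donor as a block as an alternative, since both libraries of an HS donor departed from their gate's mean alike (correlations over 13436 genes of 0.443, 0.614 and 0.650). Shares of cells were compared with exact two-sided permutation tests over 5 against 5 donors. Shares of cells with a UMI of a gene used cells thinned to 1000 UMIs. Cells under 1000 UMIs were left out there, 424 in HS donor 5 and 6 to 78 in the other donors. Intervals for shares are exact 95% binomial intervals and cover counting error only.

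Of the 28 gene lists, 1 is the Tph list the study took from earlier work and 1 holds 10 T cell genes that the study names in its text, chosen on these samples. The others hold canonical helper genes, B cell factors, Treg genes, type 17, type 1 and type 2 genes, cytotoxic, interferon response, NF-κB target, residency, recirculation, inhibitory receptor, proliferation, glycolysis and antigen processing genes, and immediate-early and heat shock genes tied to tissue dissociation. The remaining lists are markers of B cells, plasma cells, keratinocytes, fibroblasts, endothelial cells, myeloid cells, mast cells, CD8 T and NK cells, melanocytes and erythrocytes. Lists were tested with camera in limma 3.58.1 with a preset correlation of 0.01, and again with an estimated correlation and with fry. Tests, comparisons, lists and named genes were fixed before the data were examined. FOXP3, IL2RA, CTLA4, CD27 and the 10 study genes were always named. Added were the 12 largest rises and 8 largest falls among genes with an adjusted p under 0.05, a mean of at least 20 CPM and no overlap between groups or 1 direction in every donor, and up to 4 genes per list. The text gives a part of these genes, chosen for display after their values were seen, and genes named for counts of 5 or fewer were also named afterwards. Levels are in CPM, the counts-per-million of a sum.

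The alternatives were the Wald test and size factors of DESeq2 1.42.0, its size factors within edgeR, no filter on low counts, a mitochondrial limit of 10%, no doublet removal, clustering at resolution 0.5 and 1.5, Treg-like cells by a rule per cell (at least 2 UMIs over FOXP3, IL2RA and CTLA4, 1 of them FOXP3), loading as a covariate, only donors loaded as a mix, sums thinned to the lowest total, unthinned cells, at least 2 CXCL13 UMIs, all T cells as denominator and leaving out each donor. Sums were thinned by binomial draws. The thinning function of edgeR had been run first and was replaced after its counts were seen to be biased. Alternatives added after the data were seen used stricter clusters (FOXP3 in at least 50% or under 10% of cells), left out clusters led by stress genes, left out healthy donors 3 and 5 together, applied the cell filters to the Tph-like share, or ran gene lists on mixed donors. Library pairs were checked for copies of the same library, and the most alike of 91 pairs differed with a chi-square per gene of 25.7. The tests were tested on simulated data with 200 changed genes. Simulated sums shared no donor levels, and far fewer genes changed than were called between HS and healthy skin. The rates below describe that setting and need not hold for these data. A 4-fold change was recovered in 86% of genes in the design of Treg-like cells, 81% for other CD4 T cells, 83% for the class difference, 55% for the gates and 93% for CXCL13-positive cells, and a 2-fold change in 27%, 17%, 54%, 2% and 46%. Wrong calls of edgeR numbered 3 to 5 per design, and those of DESeq2, in the same order, 14, 23, 11, 32 and 1. The test of free CXCL13 RNA first compared cells over all wells of a donor, and was replaced by one within libraries after its values were seen. That test was split into mixed and effector-sorted libraries after its value over all 5 had left it open. Gene positions came from GENCODE 44.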

Results

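Single-cell RNA sequencing was done on CD4 T cells sorted from lesional skin of 5 donors with hidradenitis suppurativa (HS), a chronic inflammatory disease of skin that bears hair follicles, and from healthy skin of 5 donors. The sort used a gate for regulatory T cells (Treg, CD25+CD27+) and a gate for effector T cells, which is CD25-CD27- in the labels, while the study's methods describe it as every CD4 T cell outside the Treg gate. Both gates of 2 HS and 4 healthy donors were mixed and loaded in 1 well, while those of 3 HS donors and 1 healthy donor were loaded in separate wells, which gave 14 libraries. The 8 HS libraries held 5329120 to 70903888 unique molecular identifiers (UMIs) and the 6 healthy libraries held 1962376 to 32034400. Of 93325 barcodes, 75651 cells were kept, and the median kept cell had 3089 to 6680 UMIs in HS libraries and 2395 to 3951.5 in healthy libraries. The donor was the replicate, and the labels give no processing batch or date. HS skin came from punch biopsies and healthy skin from surgical discards, so the source of the tissue differed with the group.

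Clustering gave 6 Treg-like clusters with 30811 cells and 17 clusters of other CD4 T cells with 44661 cells. Cells of the Treg-like clusters had a FOXP3 UMI in 28.1% to 76.0% of cells in HS donors and 19.1% to 41.4% in healthy donors. Other CD4 T cells had one in 23.6% of cells of HS donor 3, 28.9% of HS donor 4 and 17.99% of healthy donor 5, against 0.344% to 6.60% in the other donors. Some clusters drew few cells from HS donors. HS donors gave 8.59% of Treg-like cluster 12, led by TNFRSF13B, LMNA and the metallothionein genes MT1E and MT1X, and none of cluster 22, led by DHRS3. They gave 30.6% of Treg-like cluster 11, led by the heat shock genes HSPA6, HSPA1A and DNAJB1, and 22.3% of cluster 10 of the other CD4 T cells, led by MT1F, MT1X, HSPA1B and HSPA1A. These clusters came mostly from healthy donors 3 and 5. Those donors gave 865 and 836 of the 2003 cells of cluster 12 and 770 and 708 of the 2557 cells of cluster 11. They gave 138 and 137 of the 275 cells of cluster 22, and the other healthy donors gave none. Cluster 10 took 37.1% of the other CD4 T cells of healthy donor 3 and 34.8% of those of healthy donor 5, against 0.888% to 4.94% in the other donors. Immediate-early and heat shock genes took a median 0.144% to 0.242% of the UMIs of other CD4 T cells in HS donors and 0.251% to 1.13% in healthy donors. A cluster of 166 fibroblast-like cells was set aside.

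Gene positions are in GRCh38. The genes that lead the comparisons are protein-coding. CXCL13 (ENSG00000156234) lies on chromosome 4 from 77511753 to 77611834, CXCR5 (ENSG00000160683) on chromosome 11 from 118883892 to 118897787, and TNFSF13B (ENSG00000102524) on chromosome 13 from 108251240 to 108308484. BCL6 (ENSG00000113916) lies on chromosome 3 from 187721377 to 187745725, CCR7 (ENSG00000126353) on chromosome 17 from 40553769 to 40565472, and LMNA (ENSG00000160789) on chromosome 1 from 156082573 to 156140081. FOXP3 (ENSG00000049768) lies on chromosome X from 49250438 to 49264800.

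The study asked whether T cells that help B cells gather in HS skin. More of the other CD4 T cells of HS skin carried CXCL13, the chemokine that draws B cells through the receptor CXCR5. With each cell thinned to 1000 UMIs, 4.07% ± 3.36 (SD, n = 5 donors) of these cells had a CXCL13 UMI in HS and 0.225% ± 0.212 (SD, n = 5 donors) in healthy skin. Every HS donor (2.08% to 9.99%) lay above every healthy donor (0.0343% to 0.537%), by 3.84 percentage points in the mean (exact two-sided permutation p = 0.00794, the smallest that 5 against 5 can give, and 0.0185 adjusted over 7 genes). TNFSF13B, which encodes the B cell survival factor BAFF, had a UMI in 1.48% ± 0.441 of the cells in HS and 0.263% ± 0.166 in healthy skin, with every HS donor higher (exact permutation p = 0.00794, and 0.0185 adjusted). IL17A, a type 17 cytokine, had one in 1.31% ± 1.37 and 0.0711% ± 0.120 (exact permutation p = 0.0238, and 0.0417 adjusted). IL21, a cytokine that drives B cell responses, had one in 0.187% ± 0.223 and 0.00706% ± 0.0158, with 4 healthy donors at 0 (exact permutation p = 0.00794, and 0.0185 adjusted). No difference was detected for IFNG (0.954% and 1.28%, exact permutation p = 0.563), GZMB (2.90% and 0.567%, exact permutation p = 0.0714) or FOXP3 (4.85% and 2.63%, exact permutation p = 0.413).

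In Treg-like cells the share with a CXCL13 UMI was 0.556% ± 0.741 in HS and 0.00866% ± 0.0194 in healthy skin (exact permutation p = 0.0159, and 0.037 adjusted). The shares there were 0.547% and 0.102% for TNFSF13B and 0.5003% and 0.0124% for IL17A (exact permutation p = 0.00794 and 0.0278 adjusted for each), and 0.0569% and 0 for IL21 (exact permutation p = 1). In unthinned Treg-like cells none of these passed, with TNFSF13B at an exact permutation p of 0.159, and IL17A and CXCL13 at 0.0556 adjusted. No background share was set for these 3 genes. As background for CXCL13, Treg-like clusters with FOXP3 in at least 50% of cells had a CXCL13 UMI in 0.0537% to 0.850% of cells per HS donor at the same 1000 UMIs. In HS donors 3, 4 and 5 most of these cells came from the Treg-sorted wells. Before thinning, the median cell had 3435 to 4675.5 UMIs among other CD4 T cells of HS donors and 2987 to 3563 among Treg-like cells. The unthinned shares of other CD4 T cells were 6.15% ± 5.06 in HS and 0.328% ± 0.327 in healthy skin. HS donor 5 was the highest, and without this donor the difference was 2.36 percentage points in place of 3.84, and for IL21 0.0814 in place of 0.180. The difference in Treg-like cells without this donor was 0.224 in place of 0.547 for CXCL13 and 0.222 in place of 0.488 for IL17A. IL17A in other CD4 T cells had an exact permutation p of 0.111 to 0.167 without any 1 healthy donor. In Treg-like cells it was 0.127 to 0.151 for IL17A and 0.0952 to 0.103 for CXCL13. The CXCL13 difference in other CD4 T cells was 2.57 points among the 2 HS and 4 healthy donors loaded as a mix (exact permutation p = 0.0667, the smallest possible) and 3.73 points without healthy donors 3 and 5 (exact permutation p = 0.0714).

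**Figure D1:**
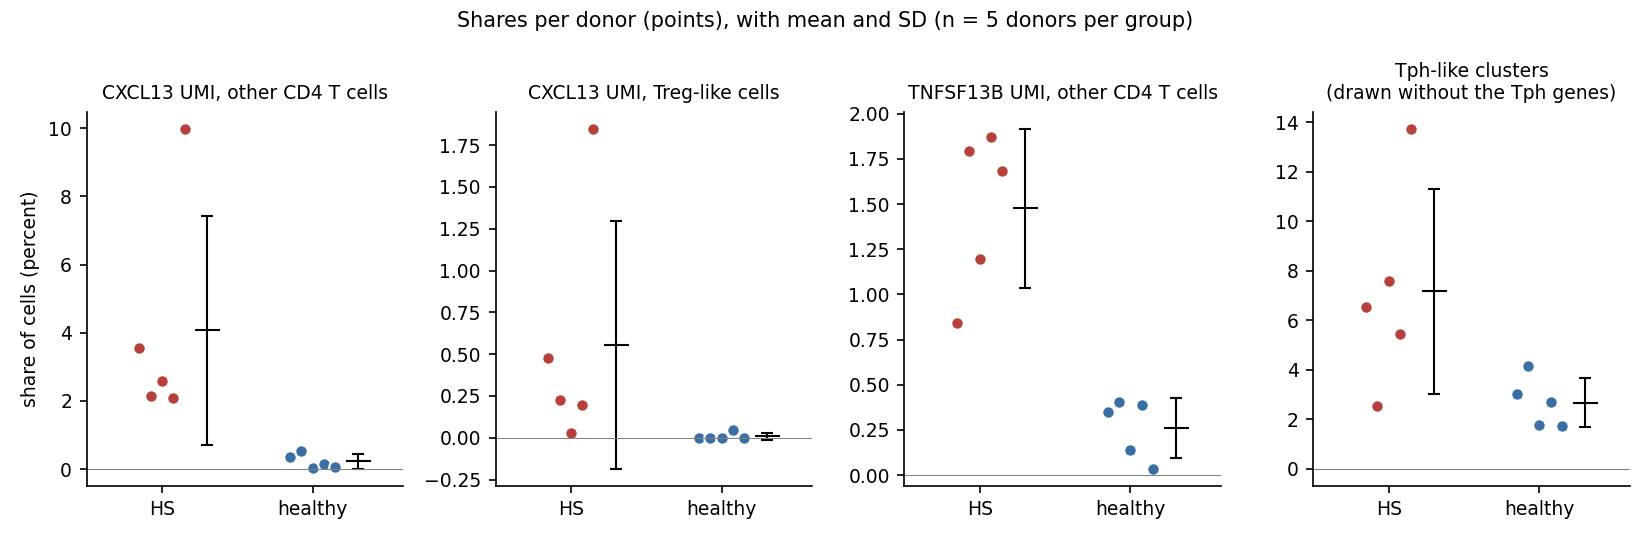
Share of thinned cells with a UMI of CXCL13 in other CD4 T cells and in Treg-like cells and of TNFSF13B in other CD4 T cells, and share of other CD4 T cells in Tph-like clusters, in percent. Each point is a donor, with the mean and SD of the 5 HS and the 5 healthy donors; the HS donors lay between 2.08% and 9.99% for CXCL13 in other CD4 T cells, all above the healthy donors.

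A cluster of cells with the markers of peripheral helper T (Tph) cells, which help B cells outside lymph nodes, took a larger share of HS cells. With the helper genes left out of the clustering, 7.16% ± 4.13 (SD, n = 5 donors) of the other CD4 T cells of HS donors and 2.67% ± 1.00 (SD, n = 5 donors) of those of healthy donors were Tph-like. The difference was 4.50 percentage points, with overlap between the groups (exact two-sided permutation p = 0.0317). With these genes in the clustering the shares were 8.46% ± 4.68 and 3.02% ± 1.10, a difference of 5.44 points (exact permutation p = 0.0238). The 10 T cell genes that the study names were then compared within the latter cluster. The study chose them on these samples and the cluster was drawn with the helper genes, so their p-values are not independent evidence. In counts-per-million (CPM) of each donor's sum, CXCL13 stood at 1272 ± 493 CPM (SD, n = 5) in HS and 43.0 ± 73.2 (n = 4; healthy donor 1 had 6 such cells and was left out), with an exact permutation p of 0.00794 and 0.0397 adjusted over 10 genes. TOX2 stood at 71.1 and 13.6, TNFSF13B at 23.1 and 1.20, and TCF7 at 131 and 51.3, each with an adjusted exact permutation p of 0.0397. CXCR5 (41.5 and 4.52) and IL32 (2239 and 1071) had an adjusted exact permutation p of 0.0794, and BCL6, the regulator of follicular helper cells, stood at 14.6 ± 9.30 and 16.5 ± 5.19 (exact permutation p = 0.746). KLRB1 (425 and 300, exact permutation p = 0.159), GZMB (2.19 and 1.12, 0.643) and GNLY (99.8 and 93.5, 0.897) were not different by the same test. The difference in the share was 2.14 points among donors loaded as a mix (exact permutation p = 0.2) and 5.15 points without healthy donors 3 and 5 (exact permutation p = 0.125), against 5.44 with all donors.

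CXCL13-positive and CXCL13-negative other CD4 T cells of the same HS donors were compared to see what else the CXCL13-positive cells express. The CXCL13-positive cells had more RNA of most canonical helper genes tested. Of 13 measured canonical helper genes, 11 rose and none fell (11 rose adjusted over the list alone; camera adjusted p = 0.155 with an estimated correlation). IL21 was higher by 2.37 ± 0.48 (log2 fold change ± SE, n = 5 donors), CD200 by 2.15 ± 0.26, TIGIT, an inhibitory receptor, by 1.46 ± 0.19 and SH2D1A, an adaptor needed for help to B cells, by 1.02 ± 0.17, with edgeR adjusted p from 4.83e-09 to 0.000551. Rises included ECEL1 (3.14 ± 0.30), GNG4 (2.91) and the neuropeptide gene NMB (2.82 ± 0.19), and the carboxypeptidase gene CPM rose by 2.77 ± 0.22. Of 9 recirculation genes, 6 fell, among them KLF2 by −2.04 ± 0.25 and S1PR1 by −1.93 ± 0.24, a factor and a receptor for leaving tissue (6 fell adjusted over the list alone). Cytotoxic genes fell in 4 of 9 (4 adjusted over the list alone), such as CCL5 by −1.17 ± 0.24. Treg genes fell in 5 of 17 and rose in 1 (6 and 2 adjusted over the list alone), with FOXP3 at −1.59 ± 0.35 and IL2RA at −1.25 ± 0.25. CXCR5, BCL6, TOX2 and PDCD1 were higher by 1.56 ± 0.30, 1.21 ± 0.34, 1.15 ± 0.25 and 0.92 ± 0.25, but were not called without HS donor 5. TCF7 (0.08), KLRB1 (−0.06), TNFSF13B (0.77), CD27 (0.58) and GNLY (−0.03) were not called.

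In all, 209 of 8891 genes were called in CXCL13-positive cells, 87 higher and 122 lower, in edgeR with the donor as a block. In unthinned cells 244 were called, 132 higher and 112 lower, 119 of them shared. All 5 donors moved the same way in 11.5% of the tested genes, where chance gives 6.25%. The cells came mostly from 1 cluster, since the Tph-like cluster held 888 of the CXCL13-positive cells (57.6%). DESeq2 called 70 genes, 41 higher and 29 lower, and a fit with no replicate block called 4, which were GNG4, CPM, ASB2 and CD55. In unthinned cells BCL6, CCL5, CXCR5, GZMA, IL2RA, IL7R and IL21 (1.89, edgeR adjusted p = 0.0564) were not called, and with DESeq2 BCL6, CCL5, CXCR5, FOXP3, GZMA, IL2RA, PDCD1 and TOX2 were not. IL21 had too few counts to be tested without HS donor 3 or HS donor 5. HS donor 5 gave 1034 of the CXCL13-positive cells: without this donor CXCR5 was at 0.35 (edgeR adjusted p = 0.925), BCL6 at −0.20 (0.979), TOX2 at 0.99 (0.155) and PDCD1 was not called (0.271). Without HS donor 3 BCL6 was at 1.19 (edgeR adjusted p = 0.114), FOXP3 at −1.34 (0.0679) and IL2RA at −0.92 (0.0752), and PDCD1 was not called without HS donor 1 (0.0501) or HS donor 4 (0.0998).

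**Figure D2:**
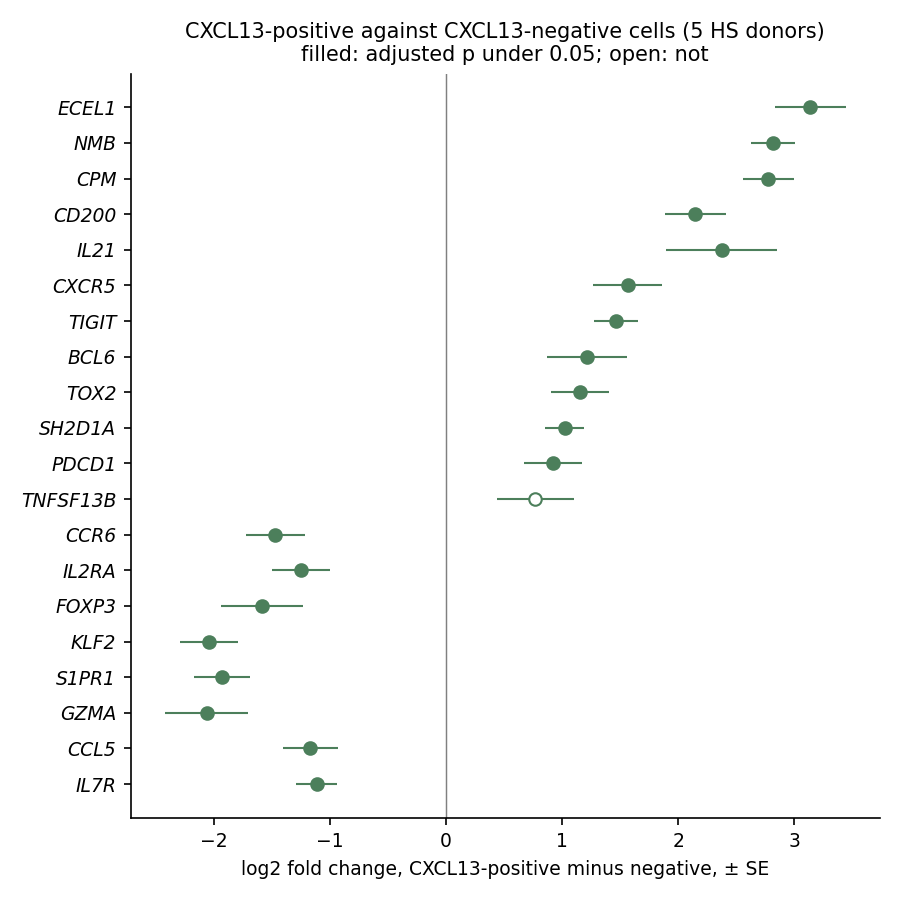
Log2 fold change of 20 genes in CXCL13-positive against CXCL13-negative other CD4 T cells of the 5 HS donors. Points show the fit and bars its standard error; ECEL1 rose by 3.14 and KLF2 fell by −2.04.

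Other CD4 T cells of HS and healthy skin were compared to see how CD4 T cells outside the Treg-like clusters differ in lesions. The class did not hold effector cells alone. FOXP3 was found in 38.8% of cells of its cluster 14 and in 31.1% and 23.8% of its dividing clusters 13 and 15. Of the separately loaded cells of clusters 13 and 15, 72.5% and 84.8% came from the Treg gate, so the proliferation genes below include dividing cells of that gate. HS cells had more RNA of CXCL13 and of most proliferation genes tested, and less of most immediate-early genes tested. CXCL13 rose by 4.80 ± 0.54 (log2 fold change ± SE, n = 5 donors per group; edgeR adjusted p = 0.00027), from a mean of 5.64 to 150 CPM, and its receptor gene CXCR5 by 2.72 ± 0.69 (0.0106). Of 18 proliferation genes, 13 rose and none fell (14 rose adjusted over the list alone; camera adjusted p = 0.658 with an estimated correlation), among them CCNB1 by 3.48 ± 0.68, PCNA by 1.37 ± 0.25 and MCM5, part of the replication helicase, by 1.32 ± 0.30. Of 18 interferon response genes, 5 rose and none fell (5 adjusted over the list alone), such as EPSTI1 by 2.60 ± 0.53. CTSH (2.31 ± 0.41), LAG3, an inhibitory receptor (2.14 ± 0.45), PTPN13 (2.16 ± 0.40) and GTF2H5, a subunit of a transcription and repair factor (2.63 ± 0.20), were higher in every HS donor than in any healthy donor.

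In several gene lists more genes fell than rose in HS. The NF-κB target, immediate-early and heat shock, residency and type 2 lists each had a camera adjusted p of 0.36 with an estimated correlation. Of 16 NF-κB target genes, 12 fell and none rose (15 fell adjusted over the list alone), such as CD83 by −3.88 ± 0.66 and REL by −3.14 ± 0.51. Of 18 immediate-early and heat shock genes, 16 fell and none rose (17 adjusted over the list alone), such as NR4A2 by −4.62 ± 0.62 and HSPA1A by −5.36 ± 0.95, whose reads can be shared with the near-identical HSPA1B. Residency genes fell in 5 of 9 (6 fell and 1 rose adjusted over the list alone), such as RUNX3 by −1.74 ± 0.24 and CD69 by −2.77 ± 0.40. Type 2 genes fell in 4 of 5 (4 adjusted over the list alone), such as GATA3, their master regulator, by −1.99 ± 0.50. Among genes that act on B cells, CD40LG fell by −2.44 ± 0.25 and TNFSF8 by −1.56 ± 0.22 (3 fell and 1 rose of 11, and as many adjusted over the list alone). BCL6 fell by −2.46 ± 0.24, from 40.6 to 7.36 CPM, lower in every HS donor (edgeR adjusted p = 0.0002). TOX2 (1.61 ± 0.62, adjusted p = 0.0575), TCF7 (0.70 ± 0.28, 0.0667), TNFSF13B (1.24 ± 0.61, 0.124), GZMB (2.55 ± 0.95, 0.0528), GNLY (2.45 ± 1.02, 0.076), IL32 (0.67, 0.128) and KLRB1 (−0.37, 0.232) were not called. Markers of other cell types moved with the groups: 3 of 3 fibroblast genes fell (3 adjusted over the list alone), such as COL1A1 by −6.52 ± 0.74, as did 3 of 6 myeloid genes (4) and 3 of 5 genes (3) of CD8 T, gamma delta T and NK cells, such as XCL1 by −4.66 ± 0.79.

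In total, 4368 of 11920 genes passed an edgeR adjusted p of 0.05 in other CD4 T cells, 2339 higher and 2029 lower, with donor totals of 1309247 to 75711755 UMIs. The groups did not overlap for 24.1% of the tested genes, where chance gives 0.794%. Among the 2 HS and 4 healthy donors loaded as a mix, 5 genes passed (GTF2H5 and LRRC61 higher, ATP1B1, CD109 and SNHG12 lower, named after their values were seen) and 3185 had an unadjusted edgeR p under 0.05, with CXCL13 at 4.23 (edgeR adjusted p = 0.0542, the highest over its alternatives, the lowest being 1.71e-19). CCNB1 also missed the threshold where only clusters with FOXP3 in under 10% of cells were used.

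Treg-like cells of HS and healthy skin were compared to see how regulatory T cells differ in lesions. In HS these cells had more RNA of several recirculation genes and less of several residency and Treg genes. The recirculation and residency lists each had a camera adjusted p of 0.443 with an estimated correlation. Of 9 recirculation genes, 5 rose and 1 fell (5 and 1 adjusted over the list alone). CCR7, the receptor that guides T cells to lymph nodes, rose by 4.35 ± 0.47 (log2 fold change ± SE, n = 5 donors per group; edgeR adjusted p = 7.76e-05), from 6.55 to 146 CPM. KLF2 rose by 2.26 ± 0.34, S1PR1, the receptor for leaving tissue, by 2.22 ± 0.44 and TCF7 by 1.79 ± 0.50, while IL7R fell by −1.83 ± 0.33. Residency genes fell in 3 of 7 (4 adjusted over the list alone), such as RUNX3 by −1.87 ± 0.21 and CD69 by −2.01 ± 0.30. Of 20 Treg genes, 8 fell and none rose (8 adjusted over the list alone), among them IKZF2 by −1.90 ± 0.25, CTLA4 by −1.38 ± 0.33 and BATF by −1.36 ± 0.31. FOXP3, the factor that defines Treg, stood at 345 and 316 CPM (0.14 ± 0.43, adjusted p = 0.8289), IL2RA was at 1.21 ± 0.55 (0.0952) and CD27 at −0.14 ± 0.35 (0.784).

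Genes higher in every HS donor than in any healthy donor included LGMN, a lysosomal protease (4.69 ± 0.45), CCR7, LAG3 (3.83 ± 0.57), CXCR5 (3.47 ± 0.71, from 0.484 to 8.06 CPM) and SATB1, a chromatin organiser (3.46 ± 0.59). Inhibitory receptor genes went both ways, with LAG3 and HAVCR2 (2.02) among 2 that rose and CTLA4 and CD96 (−1.97 ± 0.22) among 5 that fell, of 9 (2 and 6 adjusted over the list alone). Genes lower in every HS donor included CRIP2 (−5.25 ± 0.48), LMNA, which encodes lamin A (−4.55 ± 0.42, from 879 to 37.7 CPM), FGL2 (−3.82), TSC22D1 (−3.79) and GPR55 (−3.74). Immediate-early and heat shock genes fell in 16 of 18 (17 adjusted over the list alone), such as NR4A2 by −3.62 ± 0.48 and DUSP1 by −2.68 ± 0.42, and NF-κB target genes in 10 of 16 (10 adjusted over the list alone), such as REL by −2.98 ± 0.51. Interferon response genes rose in 3 of 15 (3 adjusted over the list alone), such as EPSTI1 by 1.97 ± 0.42. GNLY fell by −3.27 ± 1.01 (edgeR adjusted p = 0.0217), and was not called without healthy donor 3 (−1.31, 0.171), without HS donor 4 (0.0512) or without healthy donors 3 and 5 (−0.60, 0.597). BCL6 fell by −2.37 ± 0.30 and ICOS, a costimulatory receptor, by −2.12 ± 0.36. TNFSF13B (1.21, adjusted p = 0.0736), TOX2 (0.94, 0.112), KLRB1 (0.92, 0.126) and IL32 (0.36, 0.263) were not called.

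**Figure D3:**
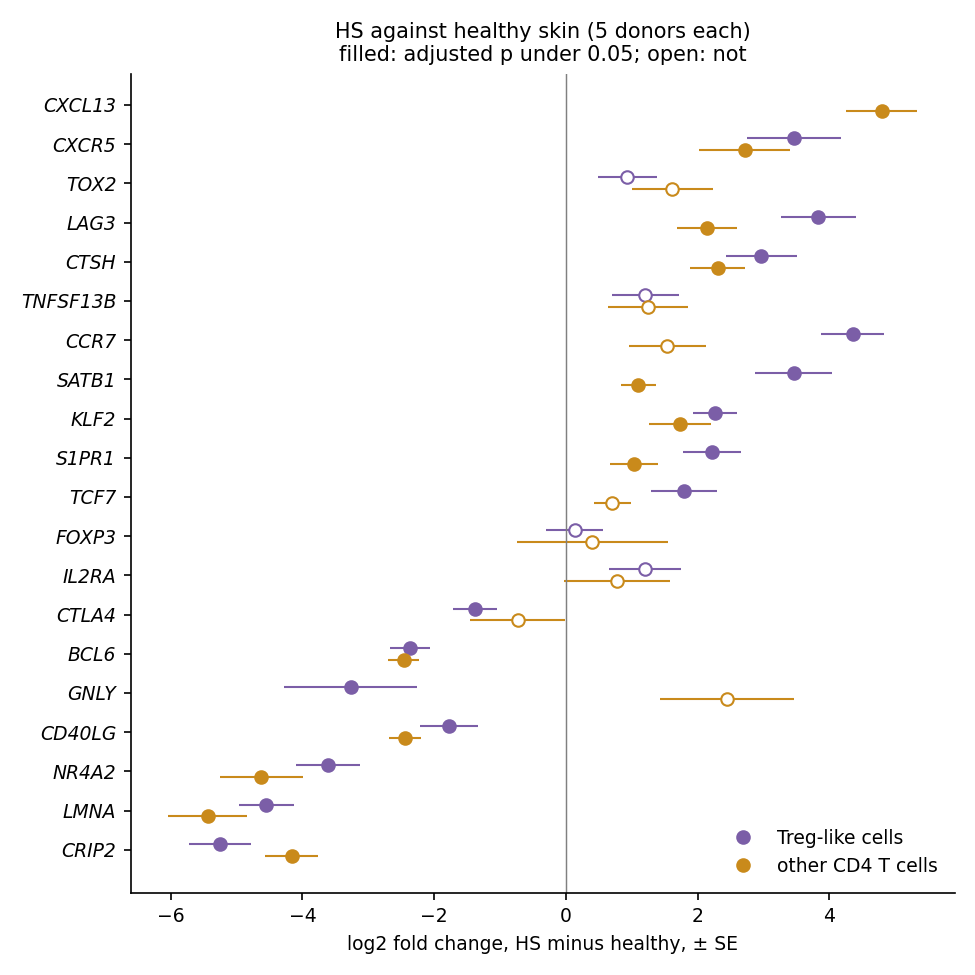
Log2 fold change, HS against healthy, of 20 genes in Treg-like cells and in other CD4 T cells, from 5 donors per group. Points show the fit and bars its standard error; LMNA fell in both classes, by −4.55 in Treg-like cells and −5.44 in other CD4 T cells.

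In Treg-like cells 4104 of 10821 genes passed an edgeR adjusted p of 0.05, 2114 higher and 1990 lower, with donor totals of 235921 to 31646597 UMIs. The balance hung on single donors: 1943 were higher and 1235 lower without healthy donor 3, and 2133 and 1311 without healthy donor 5. The groups did not overlap for 23.3% of the tested genes, where chance gives 0.794%. Without healthy donors 3 and 5, left out together after the data were seen, 1853 genes passed, 1681 of them also called with all donors, and CTLA4, BATF and TCF7 did not pass. Among donors loaded as a mix 661 genes passed (227 higher, 434 lower), and CTLA4, BATF, TCF7, CXCR5, HAVCR2 and IL7R missed the threshold, while 895 of 2936 genes passed with sums thinned to the lowest total.

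The difference between the 2 classes in the HS effect was tested for each gene to see where Treg-like cells responded apart from other CD4 T cells. GNLY, a cytotoxic granule gene, moved lower in HS in Treg-like cells relative to other CD4 T cells, by −4.95 ± 0.80 (log2 difference ± SE, n = 5 donors per group; edgeR adjusted p = 0.00484). SATB1 moved higher in Treg-like cells by 2.70 ± 0.36 (0.00167) and BTLA, an inhibitory receptor, by 1.79 ± 0.23 (0.00121). NFKBIA, an inhibitor of NF-κB, moved higher by 1.11 ± 0.20 (0.00776), SOCS3, an inhibitor of cytokine signalling, by 1.43 ± 0.28 (0.0111), and the carboxypeptidase gene CPM lower by −2.36 ± 0.44 (0.00983). CCR7 (2.04 ± 0.48), CXCR3 (2.07 ± 0.49), LAG3 (1.74 ± 0.42) and the ectonucleotidase gene ENTPD1 (−2.08 ± 0.50) also passed, with adjusted p from 0.0275 to 0.0287. No difference was called for CTLA4 (−1.26 ± 0.46, adjusted p = 0.128), FOXP3 (0.13 ± 0.99, 0.98) or CXCL13 (0.86 ± 1.94, 0.863). Of the 10 genes named as passing, all but BTLA missed the threshold at a mitochondrial limit of 10%. At that limit a cluster of 9216 cells with FOXP3 in 66.9% of cells went unnamed and was counted among other CD4 T cells. In total, 628 of 12135 genes passed, 294 higher and 334 lower in Treg-like cells.

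The count of genes with a class difference differed between alternatives: 71 passed at a mitochondrial limit of 10%, 44 of them shared, 251 with Treg-like cells taken by a rule per cell, 416 without healthy donors 3 and 5, and 1023 to 1238 in 4 other alternatives. The first of these also changed the classes, with the unnamed FOXP3-rich cluster counted among other CD4 T cells. It was 341 without healthy donor 3, 358 without healthy donor 2, 370 without healthy donor 4 and 407 without HS donor 5. CXCR3 missed the threshold without healthy donor 3 (edgeR adjusted p = 0.0898) or 4 (0.0858), and CCR7 without healthy donor 2 (0.0699) or 3 (0.0745) or HS donor 2 (0.0506) or 5 (0.0504). LAG3 missed it without healthy donor 2 (0.055), 3 (0.0669) or 4 (0.0818) or HS donor 2 (0.0549), and ENTPD1 without healthy donor 2 (0.0598) or 4 (0.0792) or HS donor 2 (0.0682), 4 (0.0544) or 5 (0.0567). With the rule per cell and at resolution 1.5, 5 of the 10 named genes each missed it, among them CPM and SOCS3 in both. BTLA passed in every alternative, with a highest adjusted p of 0.0282.

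The 3 HS donors with separate wells allow the sort gates themselves to be compared over all cells of each library. With the donor as a replicate block, the Treg gate held more RNA of FOXP3, IL2RA and IKZF2 and the effector gate more of IL7R, KLRB1 and TCF7. Whether the effector gate held CD4 T cells with CD25 or CD27 alone is not settled by the labels and methods. FOXP3 averaged 324 CPM in Treg-sorted and 27.8 in effector-sorted libraries (3.55 ± 0.85, log2 fold change ± SE, n = 3 donors), IL2RA, the gene of CD25, 878 and 90.5 (3.29 ± 0.62), CD27 290 and 108 (1.43 ± 0.56) and CTLA4 265 and 107 (1.32 ± 0.31). IL7R, the receptor for a survival cytokine of memory cells, averaged 163 and 1139 (−2.80 ± 0.49), KLRB1 129 and 465 (−1.84 ± 0.24) and CXCL13 63.5 and 265 (−2.06 ± 0.70). CD40LG was at −2.31 ± 0.40, TCF7 at −2.62 ± 0.56, IKZF2 at 2.87 ± 0.50 and TNFSF13B at −1.08 ± 0.21. None of these passed in the fit without a donor term, where edgeR called 0 of 13218 genes (1156 at an unadjusted p under 0.05) and DESeq2 called 264. In simulated data of this design, drawn without levels shared within a donor, 32 of the 128 calls of DESeq2 were wrong. That rate need not hold for these paired libraries. With the donor as a replicate block edgeR called 318 genes, 167 higher and 151 lower, among them IL2RA (3.32 ± 0.17, adjusted p = 0.0123), FOXP3 (3.23 ± 0.32, 0.028), IKZF2 (2.63 ± 0.29, 0.0306), IL7R (−2.82 ± 0.14, 0.0123), KLRB1 (−1.84 ± 0.18, 0.028), TCF7 (−2.77 ± 0.32, 0.0325), TNFSF13B (−1.08 ± 0.13, 0.0325) and CD40LG (−2.41 ± 0.34, 0.0394). In the paired fit CTLA4 (1.32, adjusted p = 0.0762), CD27 (1.20, 0.288), CXCL13 (−1.95, 0.152) and CXCR5 (−1.49, 0.0947) did not pass. TOX2 (0.22), BCL6 (−0.82), GZMB (−0.79), GNLY (−0.26) and IL32 (1.06) were not called in the fit without a donor term.

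The 1 healthy donor with separate wells, healthy donor 3, gave values with no test. FOXP3 stood at 92.6 CPM in the Treg-sorted and 5.51 in the effector-sorted library, IL2RA at 297 and 62.5, CTLA4 at 607 and 66.3, CD27 at 186 and 14.4, KLRB1 at 21.9 and 255, and TCF7 at 1.17 and 18.1. CXCL13 had 12 UMIs, or 2.13 CPM, in the effector-sorted library and 0 in the Treg-sorted one.

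Whole gene lists were tested with camera, which asks whether a list moved more than the other genes. It called 39 of 81 lists over 4 comparisons, and 0 with a correlation between genes estimated from the data. In Treg-like cells it called 4 of 18. The immediate-early and heat shock list was lower in HS (median −2.02; adjusted p = 1.03e-08, and adjusted p = 0.378 with an estimated correlation), as were NF-κB targets (0.00673, and adjusted p = 0.774 with an estimated correlation) and residency genes (0.0151, and adjusted p = 0.443 with an estimated correlation). Recirculation genes were higher (0.0391, and adjusted p = 0.443 with an estimated correlation). In other CD4 T cells it called 8 of 22. Lower were immediate-early and heat shock genes (median −2.86; adjusted p = 4.75e-09), NF-κB targets (3.03e-06), type 2 genes (0.0164), residency genes (0.0182), fibroblast markers (0.00955) and markers of CD8 T, gamma delta T and NK cells (0.00955), each with an adjusted p = 0.36 with an estimated correlation. Myeloid markers were lower (0.0439) and proliferation genes higher (0.000862), each with an adjusted p = 0.658 with an estimated correlation. The test fry, which asks whether the genes of a list move on balance one way, called 12 lists. In Treg-like cells these were type 2, residency, inhibitory receptor and immediate-early and heat shock genes, which were lower, and recirculation genes, which were higher. Among other CD4 T cells they were the genes the study names, which were higher, and 6 of the lists that camera called lower, all but myeloid markers. With only clusters with FOXP3 in at least 50% or under 10% of cells, camera called 1 of 17 lists in Treg-like cells, the immediate-early and heat shock list, and 5 of 22 in other CD4 T cells, without type 2 genes, myeloid markers and proliferation genes.

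By camera, helper lists as a whole were not called between HS and healthy skin, while fry called the genes the study names higher in other CD4 T cells (adjusted p = 0.0157). Of the Tph list the study took from earlier work, 8 genes rose and 8 fell of 49 in Treg-like cells (8 and 7 adjusted over the list alone) and 8 and 7 of 50 in other CD4 T cells (7 and 7). Canonical helper genes gave 3 and 4 of 13 (4 and 5 adjusted over the list alone), then 2 and 4 of 14 (3 and 4). Of the genes the study names, chosen on these samples and so not independent evidence, 2 rose and 2 fell of 8 in Treg-like cells (2 and 2 adjusted over the list alone) and 2 and 1 of 10 in other CD4 T cells (6 and 1). In the same order of classes, genes that rose and fell were 0 and 3 of 9, then 1 and 3 of 11 for factors acting on B cells. They were 2 and 3 of 10, then 3 and 3 of 12 for type 17 genes, 3 and 2 of 9, then 2 and 2 of 10 for type 1 genes, 0 and 1 of 3 for type 2 genes in Treg-like cells, and 0 and 2 of 8, then 0 and 1 of 10 for cytotoxic genes. They were 0 and 1 of 16, then 1 and 2 of 16 for glycolysis, 2 and 4 of 14, then 2 and 3 of 15 for antigen processing, and 6 and 1 of 13 for proliferation in Treg-like cells. In other CD4 T cells Treg genes gave 0 and 3 of 20, recirculation genes 2 and 2 of 9, inhibitory receptors 2 and 3 of 9, and B cell markers 0 and 1 of 3. The counts of these lists adjusted over the list alone were the same except for type 17 genes (4 and 3), Treg genes (0 and 0), recirculation genes (5 and 2) and B cell markers (1 and 1) in other CD4 T cells and proliferation (7 and 1) in Treg-like cells. Median, mean and test differed in sign for canonical helper, type 17 and type 1 genes in Treg-like cells, and for both helper lists, B cell factors and type 17 genes in other CD4 T cells.

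Between the sort gates camera called 16 of 24 lists, and adjusted over the list alone 18 of 20 Treg genes were higher in the Treg gate (camera adjusted p = 4.43e-28, and adjusted p = 0.154 with an estimated correlation). These list tests rest on the fit without a donor term, although both libraries of a donor are paired. Lower there were the genes the study names (6 of 10 fell and 1 rose adjusted over the list alone; camera 3.70e-07), B cell factors (3 of 11; 3.49e-05), cytotoxic genes (2 of 11; 2.05e-05) and recirculation genes (2 of 9; 2.47e-06), with adjusted p from 0.154 to 0.204 with an estimated correlation. Higher there were the Tph list of the study (median 0.48, 1 of 50 rose and 1 fell adjusted over the list alone; camera 1.55e-07, and adjusted p = 0.154 with an estimated correlation), proliferation genes (0 of 18; 6.29e-07, 0.405) and inhibitory receptors (2 of 9; 0.000221, 0.204). Canonical helper genes were not called (0 of 15; 0.345). Also higher were antigen processing genes (1.72e-05), B cell markers (0.0109), interferon response genes (0.0177), NF-κB targets (0.0221) and type 2 genes (0.0238), and type 17 genes were lower (0.048). With an estimated correlation these had, in that order, an adjusted p of 0.167, 0.204, 0.572, 0.405, 0.316 and 0.498. Plasma cell markers (1 of 5 rose adjusted over the list alone; 0.048) and fibroblast markers (1 of 6; 0.00281) were higher, with adjusted p = 0.498 and adjusted p = 0.312 with an estimated correlation, and keratinocyte markers were not called (0 of 4; 0.0671). Of CXCL13-positive cells camera called 11 of 17 lists. Canonical helper genes were higher (adjusted p = 4.29e-18, and adjusted p = 0.155 with an estimated correlation), as were inhibitory receptors (3 of 9 rose, 3 adjusted over the list alone; 0.00493, and adjusted p = 0.334 with an estimated correlation) and the Tph list of the study (5 of 49 rose, with 12 higher and 2 lower adjusted over the list alone; 2.98e-05, and adjusted p = 0.411 with an estimated correlation). Recirculation genes were lower (1.15e-11, and adjusted p = 0.155 with an estimated correlation), as were immediate-early and heat shock genes (5 of 14 fell, 7 adjusted over the list alone; 4.76e-08, and adjusted p = 0.155 with an estimated correlation) and cytotoxic genes (0.00011, and adjusted p = 0.334 with an estimated correlation). Type 17 (0.00493), residency (0.00953), NF-κB target (0.0102) and proliferation genes (0.0174) were also lower, and the genes the study names higher (0.0326). With an estimated correlation these had an adjusted p of 0.334 to 0.565. Without HS donor 5 camera called 5 lists there. Signs of median, mean and test differed for residency genes and CD8 T and NK markers between the gates, and for inhibitory receptors, glycolysis and antigen processing in CXCL13-positive cells. Endothelial, mast cell, melanocyte and erythrocyte markers had too few measured genes in every comparison.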

Values the study reported

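The study took punch biopsies from 5 patients and kept cells with over 500 detected genes and under 5% mitochondrial reads. It reported that Tph genes were high in its CD4 T cell cluster 6, which was enriched in HS. Its clusters 3, 6 and 10 carried the strongest Tph signature, with CXCL13, TOX2, TCF7, BCL6, CXCR5 and KLRB1 raised over healthy skin. The study assessed its Seurat objects with a Wilcoxon test, and B cell interaction partners with DESeq2 on sums per patient and cluster. The comparisons above used sums or shares per donor, with BCL6 tested in a Tph-like cluster and in whole classes. Those cells are not the same as the study's clusters 3, 6 and 10. The study also listed a germinal center T helper gene set among the top pathways of cluster 6. In its spatial data it reported more BCL6 and CXCR5 where signatures of tertiary lymphoid structures lay. It also found cells that stained for both CD4 and BCL6 within tertiary lymphoid structures. It described GZMB and GNLY in cluster 3, and IL32 in clusters 3 and 6. HS cells were sampled down to 10,000 before cluster 6 was ranked against the others.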

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

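The comparisons and the gate fit with the donor as a replicate block were planned. The tests of explanations for the CXCL13 share and the sort gates, and of how many gene lists other splits call, were chosen after the result was seen, as were those that leave out stress-led clusters or healthy donors 3 and 5.

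Some donors lay far from the other 4 of their group. Of 176 groups of 5 values, 25 held such a value, each the highest of its group. Independent values with a normal distribution would give about 1 in 20 (8.8 groups). The groups here share donors, and shares and CPM near 0 need not be normal, so the 2 counts are not a test. HS donor 5 had the highest share of other CD4 T cells with a CXCL13 UMI (9.99%, against a median of 2.36% in the other 4) and with an IL21 UMI (0.580%, 0.0720%), and HS donor 2 the highest with an IFNG UMI (3.63%, 0.173%). In CPM, Treg-like cells of HS donor 5 were highest for KLRB1 (180.1, median of the others 55.7), CTSH (109.5, 23.1) and FGL2 (15.5, 5.34). Other CD4 T cells of this donor were highest for CTSH (283, 75.9), PTPN13 (107, 33.4) and CD40LG (36.2, 26.4). In other CD4 T cells HSPA1A was highest in HS donor 1 (126, 52.5), and IL13 (2.93, 0.0421) and CST3 (13.2, 0.778) in HS donor 3.

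Healthy donor 5 had the highest healthy share of other CD4 T cells with a UMI of IL21 (0.0353%, the other 4 at 0), IL17A (0.282%, median of the others 0.0172%), IFNG (2.93%, 0.866%) and FOXP3 (9.14%, 0.507%). In CPM, its Treg-like cells were highest for SATB1 (35.8, 6.78) and NR4A2 (915, 257) and its other CD4 T cells for TOX2 (23.9, 4.17). Healthy donor 3 was highest in Treg-like cells for GNLY (6269, 414), FGL2 (233.6, 68.9) and IL7R (1407, 622), and in other CD4 T cells for GNLY (837, 66.7). Treg-like cells of healthy donor 1 were highest for TNFSF13B (15.5, 1.94) and TCF7 (27.2, 3.88).

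The HS effect differed between Treg-like and other CD4 T cells in an edgeR test of the difference for 10 named genes (n = 5 donors per group). GNLY moved by −4.95 in Treg-like cells relative to other CD4 T cells (log2, adjusted p = 0.00484), the carboxypeptidase gene CPM by −2.36 (0.00983) and ENTPD1 by −2.08 (0.0282). Higher in Treg-like cells were SATB1 by 2.70 (0.00167), CXCR3 by 2.07 (0.028), CCR7 by 2.04 (0.0275), BTLA by 1.79 (0.00121), LAG3 by 1.74 (0.0287), SOCS3 by 1.43 (0.0111) and NFKBIA by 1.11 (0.00776).

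Some barcodes of a fibroblast-like cluster, which entered no comparison, had CXCL13 UMIs in HS. The sort gate, CD45+CD3+CD4+, removes fibroblasts, and 24.1% of the cells of this cluster had a CD3E UMI, so droplets that hold more than 1 cell were not excluded. Of 64 such HS cells from 4 donors, 9 (14.1%, exact 95% interval 6.64% to 25.0%) had a CXCL13 UMI, with 251 UMIs in all and a median depth of 6407 UMIs per cell. None of 102 healthy fibroblast-like cells had one (upper exact limit 3.55%, median depth 9868 UMIs). Cells were pooled over donors, the limits cover counting error only, and the groups were not compared by a test.

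Genes tied to tissue dissociation were lower in HS in other CD4 T cells, 16 of 18 at an edgeR adjusted p under 0.05. The tables argue against a few stressed samples or cells as the whole cause: 13 stayed lower without healthy donors 3 and 5, 15 without the stress-led clusters and 16 of 17 in sums thinned to the lowest total, although the median of −2.86 (SD over genes 1.54) shrank to −1.69 (SD 1.32) without these donors and to −2.21 (SD 1.49) without those clusters. Among donors loaded as a mix none of the 18 passed, with 2 HS against 4 healthy donors, and the median went to −2.03 (SD 1.56), which loading as the whole cause would have brought near 0. A camera p as small for the list came up in 8 of 100 splits of the donors in other CD4 T cells (real 2.16e-10, smallest other 2.90e-13), so chance cannot be excluded there. In Treg-like cells it came up in 3 of 100, the real one included (real 5.74e-10, smallest other 4.23e-12). This argues against chance there but does not exclude it, since other splits gave a p as small. Tissue source and handling, which differ with the group and were not tested, may give the pattern as well as the disease.

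More other CD4 T cells carried a CXCL13 UMI in HS. Free CXCL13 RNA as the whole source is argued against for the 2 mixed HS libraries, where the share was at least 2.81 times the upper exact limit of that in Treg-like clusters rich in FOXP3 of the same library. In the 3 effector-sorted libraries it cannot be told apart, since 2 of them held 28 and 77 such cells (lowest ratio 0.226), while the third, of HS donor 5, gave a ratio of 5.19 and the Treg-sorted libraries gave 1.87 to 5.89. A single HS donor is argued against, since the lowest of the 4 HS donors other than HS donor 5 was 3.87 times the highest healthy donor. The disease and the tissue source, which was not tested, stay open.

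No gene passed between the sort gates of HS without a donor term in edgeR, while 1156 had an unadjusted p under 0.05 and DESeq2 called 264. With the donor as a replicate block edgeR called 318, which is consistent with levels that both libraries of a donor share. Whether the low FOXP3 share of 1 Treg-sorted library matters cannot be told apart with 3 donors, since without HS donor 5 FOXP3 was at 3.65, against 3.55 with it, and did not pass.

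The real groups were compared with other splits of the same samples. In Treg-like cells only the real split, 1 of 100, called as many genes (4104, highest other 1), in other CD4 T cells 1 of 100 (4368, highest other 1) and for the class difference 1 of 50 (628, highest other 12). This argues against chance for these counts but does not exclude it, since only a part of the 126 possible splits was run. The splits are too few to test the gates (10 splits, real 0, highest other 0) and CXCL13-positive cells (16 splits, real 209, highest other 58). For lists called by camera, 78 of 100 splits in Treg-like cells (real 4, highest other 13) and 49 of 100 in other CD4 T cells (real 8, highest other 13) called as many, so chance cannot be excluded. The splits are too few for lists between the gates (real 16, highest other 14) and in CXCL13-positive cells (real 11, highest other 13, with 4 splits as high). BCL6 was lower in HS in other CD4 T cells (−2.46), and within the Tph-like cluster its exact permutation p was 0.746, which leaves open whether its RNA moves with dissociation-related genes.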

How the results depend on the processing

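The alternatives with strict FOXP3 clusters, without stress-led clusters or without healthy donors 3 and 5, those of cell filters for the Tph-like share, those that leave 1 donor out of the shares of genes other than CXCL13 and those of gene lists on mixed donors were chosen after the data were seen. Where a value changed and no reason is given, the cause was not tested. The mitochondrial limit of 10% also changed the classes. There a cluster of 9216 cells, with FOXP3 in 66.9% of cells, went unnamed and was counted among other CD4 T cells.

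The CXCL13 share difference of 3.84 points was past its threshold in the alternatives run, except among mixed donors (2.57, with 6 donors the exact permutation test cannot go below 0.0667) and without healthy donors 3 and 5 (3.73, exact permutation p = 0.0714). Without healthy donors 3 and 5 every HS donor still lay above every healthy donor. With groups of unequal size the exact permutation p can rise without overlap between them. The CXCL13 difference ran from 2.36 to 4.34 with 1 donor left out. The Tph-like share difference of 5.44 points was 2.14 among mixed donors (exact permutation p = 0.2) and 5.15 without healthy donors 3 and 5 (0.125), both with fewer donors, and 3.64 to 6.81 with 1 donor left out. In other CD4 T cells the IL21 share difference of 0.180 points was 0.0814 without HS donor 5, and that of IL17A (1.24) had an exact permutation p of 0.111 to 0.167 without any 1 healthy donor. The IFNG difference (−0.328) was 0.0841 without healthy donor 5 and −0.996 without HS donor 2 (exact permutation p = 0.0476), and that of GZMB (2.33) was 2.91 without HS donor 1 or 4 (exact permutation p = 0.0238). Without HS donor 2 the GZMB difference was 1.21 (exact permutation p = 0.159). The FOXP3 difference (2.22) was 0.384 without HS donor 4. In Treg-like cells 4104 genes became 1853 without healthy donors 3 and 5 and 661 among mixed donors, with fewer donors, and 895 with thinned sums, where fewer genes were tested (2936) and the median difference from the main values over genes tested in both was 0.36. In other CD4 T cells 4368 became 5 among mixed donors and 2538 with thinned sums (7522 genes tested). With 1 donor left out these counts ran from 3177 to 4242 and from 3292 to 4294. The class difference of 628 genes became 1064 with DESeq2, 1238 with no filter on low counts, 71 at a mitochondrial limit of 10%, 251 with the rule per cell, 1023 with strict FOXP3 clusters, 1066 without stress-led clusters, 416 without healthy donors 3 and 5 and 341 to 661 with 1 donor left out (358 without healthy donor 2, 341 without healthy donor 3, 370 without healthy donor 4, 407 without HS donor 5). Between the gates 0 genes became 264 with DESeq2 and 318 with the donor as a replicate block, and stayed 0 with 1 donor left out. In CXCL13-positive cells 209 became 70 with DESeq2, 331 with no filter and 4 with no replicate block, and 149 to 215 with 1 donor left out. Gene lists called fell from 39 to 0 with an estimated correlation and to 12 with fry, and ran from 34 to 42 with 1 donor left out.

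Directions turned for genes that were not called. In Treg-like cells FOXP3 (0.14) was −0.67 with the rule per cell, −0.68 among mixed donors and −0.086 to 0.47 with 1 donor left out, CD27 (−0.14) was 0.31 without healthy donors 3 and 5, 0.27 with thinned sums and −0.33 to 0.36 with 1 donor left out, and IL32 was −0.17 among mixed donors. In other CD4 T cells FOXP3 was −0.34 with the rule per cell, −1.74 with loading as a covariate, −2.76 among mixed donors and −0.33 to 1.88 with 1 donor left out, and IL2RA −0.91 with loading as a covariate and −1.54 among mixed donors. CTLA4 there was 1.23 without healthy donors 3 and 5, and GNLY −0.13 at a mitochondrial limit of 10%. CD27 there was −0.27 at that limit, −0.039 with no doublet removal, −0.41 with the rule per cell, −0.10 at resolution 1.5, −0.67 with loading as a covariate, −1.18 among mixed donors and −0.18 to 0.80 with 1 donor left out. For the class difference CTLA4 was 0.062 with the rule per cell, CXCL13 −0.070 at resolution 1.5, and FOXP3 −0.53 with DESeq2, −0.78 with strict FOXP3 clusters, −1.95 without healthy donors 3 and 5 and −0.62 to 0.77 with 1 donor left out. Between the gates, with 1 donor left out, TOX2 ran from −0.070 to 0.66, GZMB from −4.17 to 0.79 and GNLY from −2.28 to 0.20. In CXCL13-positive cells TCF7 was −0.18 with DESeq2 and −0.035 with unthinned cells, KLRB1 0.010 and 0.15, GZMB 0.22 with unthinned cells, GNLY 0.039 with DESeq2, and IL32 −0.055 with no filter and −0.093 with unthinned cells. With 1 donor left out there TCF7 ran from −0.68 to 0.47, KLRB1 from −0.14 to 0.093, GZMB from −1.12 to 0.16, GNLY from −0.59 to 0.74 and IL32 from −0.19 to 0.33. Of called genes 1 turned: BCL6 in CXCL13-positive cells, −0.20 to 1.42 with 1 donor left out, lowest without HS donor 5.

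Over all alternatives, values of called named genes kept direction and call in 711 cases and lost the call in 18 in Treg-like cells, 669 and 40 in other CD4 T cells, 172 and 38 for the class difference and 214 and 44 in CXCL13-positive cells. Named genes were chosen in part for large changes called in these same data, so the counts do not describe all called genes. In Treg-like cells 626 of all 4104 called genes were also called among mixed donors, and 1681 without healthy donors 3 and 5. Of the named genes there, 23 kept the call and 8 lost it among mixed donors, and 27 and 4 without those healthy donors. With DESeq2 3996 of the 4104 were also called, and 31 named genes kept the call. Depth limited how many genes could be tested, as in the thinned sums. Of 2-fold changes, simulated data recovered 2% between the gates to 54% for the class difference.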

Other observations

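Other cell groups held more cells from HS skin than the 64.4% of all kept cells. Cells of cluster 16, which carried the interferon response genes IFIT1, IFIT3, MX1 and RSAD2, numbered 1327, of which 87.5% came from HS. Dividing cells of clusters 13 and 15, marked by MKI67, TYMS and RRM2, numbered 2002 (86.1% from HS) and 1372 (84.5%). The type 17 genes IL17A, IL17F and IL26 marked clusters 17 (1253 cells, 87.9% from HS) and 19 (995 cells, 91.4%). Cluster 17 was led by the neutrophil chemokine gene CXCL8. With the helper genes left out of the clustering, CXCL8 led a separate cluster of 78 cells with myeloid markers. The main clustering named no myeloid cluster, so whether type 17 cells carried the CXCL8 RNA of cluster 17 is not settled. Cluster 20 joined cytotoxic and type 17 genes, with GZMB, CSF2 and IL17A among its leading genes, and 98.1% of its 634 cells came from HS. A cluster led by LGMN and LAG3 held 1600 cells (78.6% from HS), with FOXP3 in 38.8%. These shares over cells follow how many cells each donor gave and were not tested.

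CD38 (ENSG00000004468, chromosome 4 from 15778275 to 15853232), an ectoenzyme gene of activated lymphocytes, was chosen after its values were seen. In other CD4 T cells it had 10238 UMIs of 185961176 in HS donors and 1 of 40119765 in healthy donors. The ratio of rates was 2209 (exact 95% interval 396 to 87250, counting error only). Treg-like cells were not part of this count. Whether a step before the deposited counts changed this count cannot be read from them and was not tested.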
